A study of Mus musculus with 9 samples. Its data were reported in "POT1a deficiency in mesenchymal niches perturbs B-lymphopoiesis" (2023).

How the data were processed

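Unselected bone marrow cells of C57BL/6 mice aged 2 to 3 weeks had been profiled by Drop-seq, a droplet method that tags the RNA of each cell with a barcode carried on a bead. The labels give 5 libraries of NG2-cre/Pot1a wt/wt marrow (controls) and 4 libraries of NG2-cre/Pot1a fl/fl marrow. In the latter a Cre recombinase driven by the promoter of NG2 (gene Cspg4), a surface proteoglycan of mesenchymal cells, removes Pot1a, a protein that binds telomeric DNA. The labels do not tie libraries to mice. The legend of the study gives fewer mice per group than there are libraries, so some libraries may come from the same mouse. Each library was treated as a replicate, so the p-values below measure the spread between libraries, part of which may be technical, and can be too small if libraries share mice.

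The deposited tables held whole-number counts per gene and cell barcode, with 100 barcodes per library. Per the labels and the methods of the study, the authors sequenced the libraries on a NextSeq 500, aligned reads to the mouse genome mm10 with STAR, and made the tables with the Drop-seq software; versions and gene annotation are not given in the sources used here. The methods speak of read counts, and whether the values count molecules (UMIs) or reads is not stated. They were treated as UMI counts. How the 100 barcodes of a library had been chosen is not stated either, and a choice by count number would favour cells rich in RNA. The number of deposited per-sample columns left unused was 0.

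Depth limited the precision. Total counts ran from 119459 (Pot1a fl/fl 3) to 465277 (Pot1a fl/fl 1), 2616983 in all 9 libraries, over 15265 genes. With 100 cells in a library, a share of cells moves in steps of about 1%. Barcodes with at least 200 UMIs and at most 25% mitochondrial counts were kept, which left 899 of 900; the barcode removed, in Pot1a wt/wt 4, held 58.9% mitochondrial counts. Scrublet in scanpy 1.11.5 marked 33 cells as doublets; they stayed in and were removed only in an alternative.

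Libraries were compared before use. Among the 36 pairs of libraries, Pot1a wt/wt 2 and 3 alone shared barcodes, 19 of 100, where 0.0215 would be shared by chance. Counts of the shared barcodes correlated at 0.911 to 0.965 across genes between both libraries (at most 0.734 with the best other cell), and 87.6% to 92.4% of their counts were in common, so these were the same cells in both tables. Over all genes the pair still differed beyond sampling noise (chi-square per degree of freedom 1.73, against 2.83 to 12.5 for other pairs). Both were kept as libraries. As alternatives, share tests counted the shared cells once or took the pair as 1 library, and gene tests took the pair as 1 library. Tests of gene lists and of other groupings of the libraries had no such alternative and counted both.

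Clusters were built with Seurat 5.3.0 in R 4.3.3. Counts were scaled to 10000 per cell and logged, libraries were joined by anchor integration (2000 variable genes, 20 components, k.filter 50, k.weight 30), and Louvain clustering was run at resolution 1. A cluster took the name of the class with most markers among its 50 genes of highest fold (detected in at least 20% of its cells, pseudocount 0.2), with at least 3 markers required; classes with at least 20 cells were tested. The markers, clustering settings and tests were chosen before the data were examined. The naming rule was not: it was written after the leading genes and the cells per library of the clusters had been seen. Share tests had then been seen under 8 clusterings, and a second rule (markers at least 2 times higher than in other cells, which makes cluster 7 erythroid) was tried afterwards. All 16 combinations were kept. The first rule is the one under which the adjusted erythroid share passed its threshold (0.0317 against 0.0635 by exact permutation).

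The share of a class among the kept cells of a library was compared by a two-sided exact permutation test of the difference of group means over all 126 splits of the libraries, which can give no p below 0.0079, with Benjamini-Hochberg adjustment over the classes. The 95% interval of a difference holds the shifts that this test does not reject. The study used Dirichlet regression, which was run as an alternative under the same permutations. Its coefficients, as fitted here, carry the spread between libraries as well as the share. In 200 simulated data sets with a fall of the B-lineage share by 15 percentage points from 27% and an SD of 4, this test found the fall in 88.5%, and it called 5.0% of sets without a difference. The SD of this share in the Pot1a fl/fl libraries was larger (8.49), so this recovery does not apply at that spread.

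For gene tests, counts were summed per library over all kept cells, or over the cells of a class in libraries with at least 10 of them (at least 3 libraries per group), and tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr, Benjamini-Hochberg at 0.05). Monocyte/macrophage-like cells were too few for this test, and no HSPC-like cluster (hematopoietic stem and progenitor cells) was found in the main clustering. Without integration and under the second rule 41 cells were HSPC-like, with no gene test run on them. The named genes were those fixed in advance, called genes (up to 12 per direction), and up to 4 members with the smallest p of each fixed gene list described. Fixed lists with at least 5 tested genes were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and fry as alternatives. On simulated data with 200 genes changed, of those still tested, genes changed 4-fold were recovered in 97.7% (whole marrow), 98.9% (B-lineage-like), 96.6% (erythroid-like) and 100% (granulocyte-like), and genes changed 2-fold in 46.7%, 55.1%, 49.5% and 56.6%, with 5, 4, 6 and 6 false calls. These rates apply only to genes with the simulated spread. In the data, Ms4a1 in whole marrow had a log2 fold of -2.13 without a call (adjusted p = 0.269, edgeR). The same held for Hba-a1 in B-lineage-like cells (-2.14, adjusted p = 0.981, edgeR). A gene without a call may thus still differ 4-fold.

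Alternatives were other clusterings and cell filters, DESeq2 1.42.0, DESeq2 size factors in edgeR, limma on means of scaled cells, no low-count filter, each library left out, and the replicate number as a block. After the data were examined, alternatives with sex and with a library set as a covariate or stratum were added. Sex was read from Xist, Ddx3y and Eif2s3y (Pot1a wt/wt 2 and 3 and Pot1a fl/fl 2 male, the others female). The sets were read from the first component of 597 genes with at least 100 counts (45.5% of variance): Pot1a wt/wt 2, 3 and 4 and Pot1a fl/fl 1 and 4 on the one side, Pot1a wt/wt 1 and 5 and Pot1a fl/fl 2 and 3 on the other. DESeq2 size factors moved the median log2 fold of all genes by 0.02 at most against TMM. Coordinates are from GENCODE M21 on GRCm38, matched by gene symbol. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 did the rest.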

Results

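The composition of the marrow was compared between NG2-cre/Pot1a wt/wt and NG2-cre/Pot1a fl/fl mice, to ask how haematopoiesis differs when mesenchymal cells of the marrow lack Pot1a. The data were 5 control and 4 Pot1a fl/fl Drop-seq libraries of 100 cells each. Total counts were 251616, 306568, 327706, 337900 and 143345 in Pot1a wt/wt 1 to 5, and 465277, 281068, 119459 and 384044 in Pot1a fl/fl 1 to 4. Median counts per cell averaged 2148 ± 651 (SD, n = 5) in controls and 2512 ± 1169 (SD, n = 4) in Pot1a fl/fl libraries, a difference within the spread between libraries (two-sided exact permutation p = 0.556).

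Pot1a itself (chromosome 6, 25743737 to 25809246, GRCm38) was close to the detection limit. It gave 3, 9, 10, 6 and 2 counts in the control libraries and 10, 3, 1 and 15 in the Pot1a fl/fl libraries. In CPM this was 20.7 ± 8.7 (SD, n = 5) against 19.9 ± 14.0 (SD, n = 4, exact permutation p = 0.905). Deletion was directed to NG2-expressing cells, a small part of whole marrow, so this level checks the genotype labels little.

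The cells fell into 10 clusters. Clusters 1 (129 cells, led by Fcrla, Cd72 and Igkc) and 4 (103 cells, led by Igll1, Vpreb1 and Dntt, genes of the pre-B-cell receptor and its rearrangement) were B-lineage-like, the first small pre-B-like and the second pro-B-like. Granulocyte-like cells formed cluster 2 (127 cells, Ctsg, Mpo, Elane), cluster 5 (101 cells, Fcnb, Camp, Ngp) and cluster 6 (96 cells, Mmp8, Cxcr2, Retnlg), in the order of neutrophil granule genes from early to late. Erythroid-like cells formed cluster 3 (123 cells, Mgst3, Hemgn, Ctse) and cluster 9 (43 cells), which was led by globin genes together with the interferon-induced genes Isg15 and Rsad2. Cluster 8 (65 cells, F13a1, Ccr2, Ms4a6c) was monocyte/macrophage-like. Cluster 7 (95 cells, Mt2, Fam132a, Car1) had 1 erythroid marker among its leading genes and stayed unnamed, and cluster 10 (17 cells, Col1a2, Col1a1, Sparc, Cxcl12) was mesenchymal/osteolineage-like but too small to test.

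Erythroid-like cells made up a smaller part of Pot1a fl/fl marrow. Their share was 22.2% ± 1.52 (SD, n = 5) in controls and 13.8% ± 4.19 (SD, n = 4) in Pot1a fl/fl libraries, lower by 8.5 percentage points (95% interval of the difference -13.5 to -4), and each of the 4 Pot1a fl/fl libraries lay below each control library. The difference lay in cluster 3, at 17.0% ± 1.23 against 9.5% ± 3.0, while the globin-rich cluster 9 held 5.21% ± 1.31 and 4.25% ± 2.99. Granulocyte-like cells averaged 30.4% ± 5.61 in controls and 43.0% ± 11.6 in Pot1a fl/fl libraries, and monocyte/macrophage-like cells 6.42% ± 2.09 and 8.25% ± 0.957. For the erythroid-like share the exact permutation p was 0.0079, the smallest this design can give (adjusted p = 0.0317 over 4 classes). The granulocyte-like difference of 12.6 points (exact permutation p = 0.0556, adjusted p = 0.111) and the monocyte/macrophage-like one of 1.83 points (exact permutation p = 0.167, adjusted p = 0.222) did not pass the threshold. The erythroid call was lost in 17 of 25 alternatives. Among them were no integration (difference -8.69 points, adjusted p = 0.381 by exact permutation) and cluster 7 counted as erythroid (difference -12.7 points, adjusted p = 0.0635 by exact permutation). Others were every barcode kept (-7.25 points, adjusted p = 0.0992 by exact permutation) and permutation within sex (-9.27 points, adjusted p = 0.0667). It was also lost when Pot1a wt/wt 2 and 3 were taken as 1 library (difference -8.81 points, adjusted p = 0.114 by exact permutation, unadjusted p = 0.0286, the smallest 70 splits allow). With 1 library left out it was kept only without Pot1a fl/fl 4 (adjusted p = 0.0357, against 0.0714 to 0.114 otherwise). There the B-lineage-like share also reached an exact permutation p of 0.0179, which lowered the adjusted p. Leaving out a library, the pair as 1 library, the replicate block and permutation within sex or library sets each gave the smallest p possible. Adjusted over 4 classes, such a p cannot pass for 1 class alone, so those losses cannot decide whether the difference holds. With each cell assigned on its own by its markers, the difference was -20.5 points (exact permutation p = 0.0079, adjusted p = 0.0317), larger than the interval above. Within the library sets described above, it was -8.30 points (permutation within sets, p = 0.0167, the smallest 60 splits allow, adjusted p = 0.0667).

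**Figure D1:**
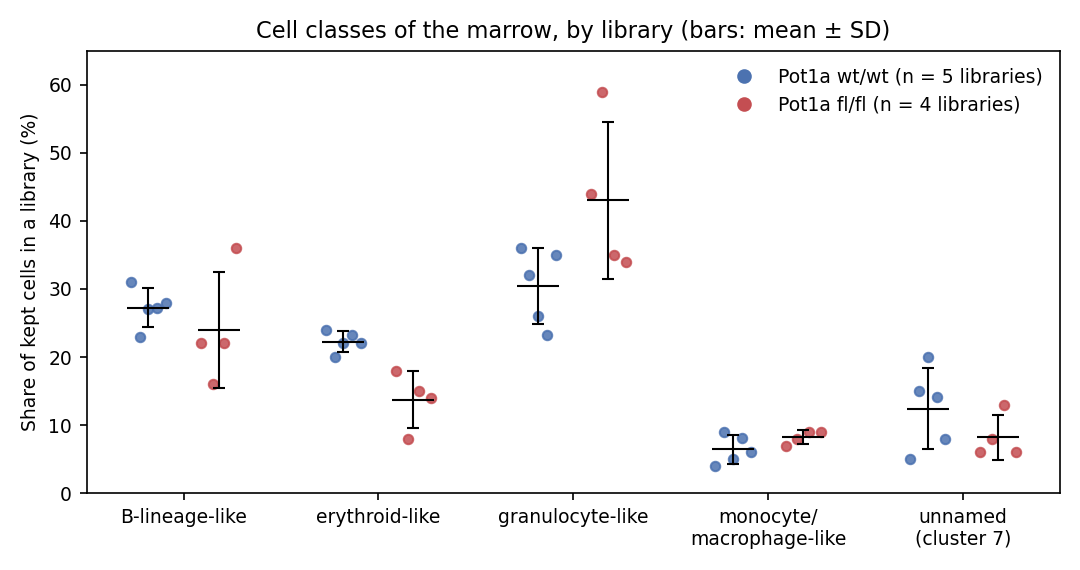
Share of kept cells (%, vertical axis) of each library in 4 named classes and the unnamed cluster 7, for 5 Pot1a wt/wt (blue) and 4 Pot1a fl/fl libraries (red), with libraries as points and mean ± SD as bars. Erythroid-like shares lie between 20% and 24% in controls and between 8% and 18% in Pot1a fl/fl libraries, while B-lineage-like shares overlap.

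The B-cell lineage, the focus of the study's single-cell experiment, did not differ past the threshold. B-lineage-like cells made up 27.3% ± 2.86 (SD, n = 5) of control and 24% ± 8.49 (SD, n = 4) of Pot1a fl/fl marrow, a difference of -3.25 points with a 95% interval from -11.25 to 7.95 (exact permutation p = 0.437, adjusted p = 0.437). The Pot1a fl/fl libraries were spread widely, at 22%, 16%, 22% and 36%, against 23% to 31% in controls. With each cell assigned on its own the difference was -0.151 points (exact permutation p = 0.960). Single libraries moved this result. Without Pot1a fl/fl 4 the difference was -7.25 points (exact permutation p = 0.0179, adjusted p = 0.0357), and without Pot1a fl/fl 2 it was -0.588 points (exact permutation p = 0.839).

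Stages within the B-cell lineage were compared to ask whether a difference was even over differentiation. Pro-B-like cells were 40.5% ± 8.77 (SD, n = 5) of the B-lineage-like cells in controls and 49.5% ± 9.22 (SD, n = 4) in Pot1a fl/fl libraries. Small pre-B-like cells were the remainder, 59.5% and 50.5%. Among all cells, pro-B-like cells were 11% ± 2.55 and 12% ± 5.48, and small pre-B-like cells 16.2% ± 3.03 and 12% ± 3.92. None of these differences passed the threshold (exact permutation p = 0.159 for the stages among B-lineage-like cells, and 0.778 and 0.119 among all cells).

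Because shares sum to the whole, the other classes were also compared among cells outside the B-cell lineage. There, erythroid-like cells were 30.7% ± 3.20 (SD, n = 5) in controls and 18.4% ± 6.15 (SD, n = 4) in Pot1a fl/fl libraries, granulocyte-like cells 42.0% ± 8.5 and 56.2% ± 10.6, and monocyte/macrophage-like cells 8.76% ± 2.58 and 11% ± 2.31. The erythroid-like difference of -12.3 points passed the threshold (exact permutation p = 0.0079, adjusted p = 0.0238), and the others did not (exact permutation p = 0.0635 and 0.214, adjusted p = 0.0952 and 0.214). The call was lost in 17 of 24 alternatives. Among them were no integration (-11.3 points, adjusted p = 0.310 by exact permutation) and every barcode kept (-10.0 points, adjusted p = 0.0794 by exact permutation). It was also lost with Pot1a wt/wt 2 and 3 as 1 library (-12.9 points, adjusted p = 0.0857 by exact permutation). Leaving out any library lost it too (adjusted p = 0.0536 to 0.0857, each at the smallest p its splits allow). After adjustment such a p cannot pass for 1 class alone, so these losses decide nothing, nor does that with the pair as 1 library. Within library sets the difference was -11.9 points (permutation p = 0.0333, adjusted p = 0.100).

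In whole marrow, 3 genes were higher in Pot1a fl/fl libraries and 0 were lower. Imp3, which encodes a protein of the nucleolar complex that processes ribosomal RNA (chromosome 9, 56937475 to 56938398), rose from 67.3 ± 29.3 (SD, n = 5) to 294 ± 37.8 (SD, n = 4) CPM, a log2 fold of 2.08 ± 0.27 (SE, adjusted p = 0.00208, edgeR). Ly6c2, a surface protein of monocytes and myeloid precursors (chromosome 15, 75108158 to 75111970), rose from 484 ± 79.1 to 1111 ± 226 CPM (log2 fold 1.20 ± 0.20, adjusted p = 0.0316, edgeR). Pf4, the platelet chemokine of megakaryocytes (chromosome 5, 90772435 to 90773383), stood at 11.9 ± 16.7 and 473 ± 558 CPM (log2 fold 5.54 ± 1.01, adjusted p = 0.0482, edgeR), with most of it in Pot1a fl/fl 2 (522) and 3 (1243). With each cell assigned on its own by its markers, only 3 cells were megakaryocyte-like (difference 0.75 points, exact permutation p = 0.167). Whether the Pf4 difference rests on the capture of so few cells was not tested. Of 4559 genes tested with edgeR's quasi-likelihood test, 364 had an unadjusted p below 0.05, and DESeq2 called 8 higher and 4 lower. Imp3 kept its call with any library left out. The call of Ly6c2 was lost without any of Pot1a wt/wt 1, 2, 3 or 5 or Pot1a fl/fl 2, 3 or 4 (adjusted p = 0.0518 to 0.237, edgeR). That of Pf4 was lost without Pot1a wt/wt 1, 2, 3 or 4 or Pot1a fl/fl 2 or 3 (adjusted p = 0.0906 to 0.237, edgeR). With 1 library left out the log2 folds stayed between 1.06 and 1.29 for Ly6c2 and between 4.48 and 5.99 for Pf4. The calls of Ly6c2 and Pf4 were also lost when Pot1a wt/wt 2 and 3, which share cells, were taken as 1 library (adjusted p = 0.151 each, edgeR). With limma on means of scaled cells both were lost too (adjusted p = 0.740 each). That of Ly6c2 was lost with the replicate block (adjusted p = 0.156, edgeR), and that of Pf4 with DESeq2 size factors (adjusted p = 0.0518, edgeR). Pf4 had no adjusted p with DESeq2 and no result without Pot1a wt/wt 5.

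**Figure D2:**
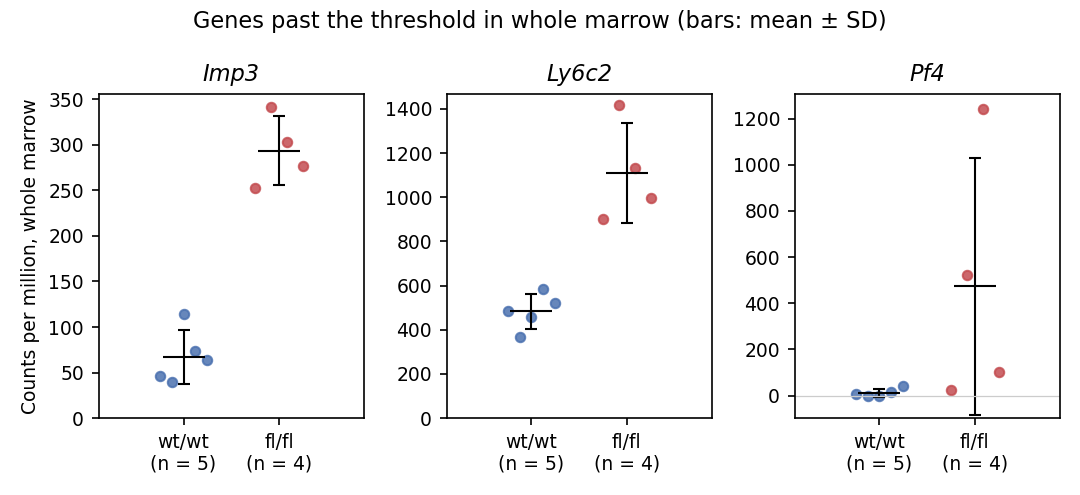
CPM in whole marrow (vertical axis) of the 3 genes past the threshold, for 5 Pot1a wt/wt (blue) and 4 Pot1a fl/fl libraries (red), with libraries as points and mean ± SD as bars. Imp3 and Ly6c2 are higher in each Pot1a fl/fl library than in each control library, and Pf4 is high in Pot1a fl/fl 2 (522) and 3 (1243).

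Imp3 lies 37605 bp downstream of Cspg4, the gene of NG2 (chromosome 9, 56865033 to 56899870). Its counts were 10, 12, 37, 24 and 8 in the control libraries and 109, 83, 30 and 105 in the Pot1a fl/fl libraries. Of the other genes within 150 kb, Cspg4 itself had 1 count in controls and 7 in Pot1a fl/fl libraries, Snx33 1 and 5, Snupn 20 and 28, and Ptpn9 13 and 19. None had enough counts for the gene test. Together these 4 neighbours gave 25.1 ± 12.3 (SD, n = 5) and 40.2 ± 20.6 (SD, n = 4) CPM (exact permutation p = 0.222).

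**Figure D3:**
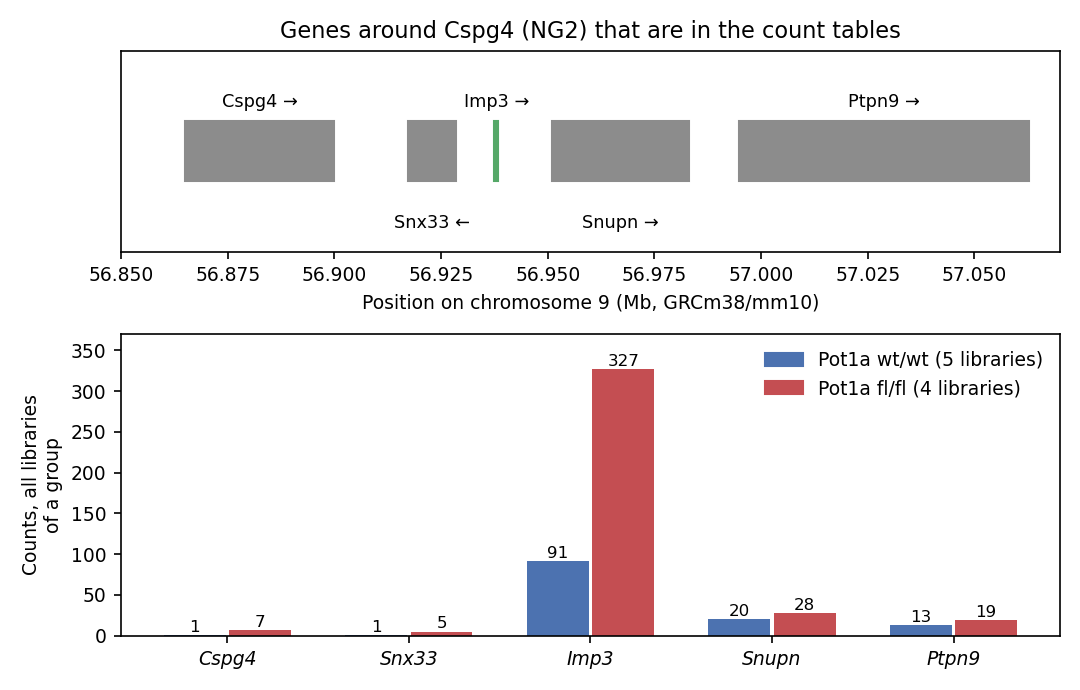
Upper panel, positions on chromosome 9 (Mb, GRCm38) of Cspg4, Imp3 and the other genes of the region in the count tables, to scale, with arrows for the strand. Lower panel, counts of each gene summed over the 5 Pot1a wt/wt (blue) and 4 Pot1a fl/fl libraries (red); Imp3 has 91 and 327.

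Genes of neutrophils and monocytes were higher, and genes of red cell precursors lower, in whole Pot1a fl/fl marrow, beside the lower share of erythroid-like cells given above. All 9 measured genes of the neutrophil primary granule had a positive log2 fold (median 1.09), among them Prtn3 (1.40), Mpo (1.23) and Ctsg (1.20). The granulocyte markers (17 of 19 positive, median 0.82), secondary and tertiary granule genes (12 of 14, median 0.69, with Fcnb 1.11, Anxa1 1.10, Ifitm6 1.05) and monocyte/macrophage markers (11 of 12, median 0.57, with Ly86 1.28, Lgals3 0.85) went the same way. Erythroid markers were negative in 19 of 20 (median -0.79, with Ermap -0.90, Car2 -0.85, Blvrb -0.78), and the 17 genes of haem synthesis and globins were all negative (median -0.74, with Cpox -1.09, Tfrc -0.74). At the preset correlation these lists passed camera with adjusted p = 6.78e-12, 6.88e-12, 8.36e-07, 5.02e-07, 2.49e-10 and 1.54e-09. With an estimated correlation none did: the adjusted p were 0.212, 0.212, 0.311, 0.164, 0.212 and 0.225. Adjusted over the list alone, 8, 7, 3, 3, 6 and 4 members passed with edgeR, against 1 (Ly6c2) over all genes.

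At the preset correlation 8 further lists passed. Higher were glycolysis and hypoxia genes (7 of 8, median 0.60, adjusted p = 0.00296 by camera, with Pgk1 0.93, Aldoa 0.70), neutrophil maturation genes (8 of 10, median 0.48, adjusted p = 0.00643) and ribosomal protein genes (31 of 34, median 0.13, adjusted p = 0.0343). Lower were genes of immature and mature B cells (5 of 5, median -0.87, adjusted p = 0.00600), led by Ms4a1, which encodes CD20 (log2 fold -2.13 ± 0.48, adjusted p = 0.269 over all genes with edgeR), Cd74 (-1.25) and H2-Ab1 (-0.87) of antigen presentation. Also lower were the S phase genes (20 of 24, median -0.16, adjusted p = 0.0164), B-lineage markers (11 of 13, median -0.21, adjusted p = 0.0169), G2/M genes (20 of 25, median -0.17, adjusted p = 0.0254) and interferon-induced genes (5 of 6, median -0.43, adjusted p = 0.0462, with Isg15 -1.85, Rsad2 -1.61). With an estimated correlation the adjusted p of these lists, in the order given, were 0.225, 0.512, 0.661, 0.212, 0.212, 0.624, 0.311 and 0.622. Adjusted over the list alone, 1 member passed with edgeR in each of the glycolysis, immature and mature B-cell and B-lineage lists, and 0 in the other lists. The 14 calls among 27 lists became 9 without Pot1a wt/wt 1 and 10, with 8 of the 14 among them, without Pot1a fl/fl 2. In turn fry, which asks whether a list moves on balance in one direction, called 0 (4 at an unadjusted p below 0.05).

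Other fixed lists did not pass in whole marrow. Telomere protection genes (6 measured, median -0.14, adjusted p = 0.517 by camera), pre-B-cell receptor and recombination genes (9 measured, median -0.21, adjusted p = 0.206) and interleukin-7 receptor signalling genes (11 measured, median -0.08, adjusted p = 0.641) were among them. For PPAR signalling and fatty acid oxidation genes (12 measured, adjusted p = 0.628) the median was -0.07 while the mean was 0.16, with the test in the direction of the mean.

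**Figure D4:**
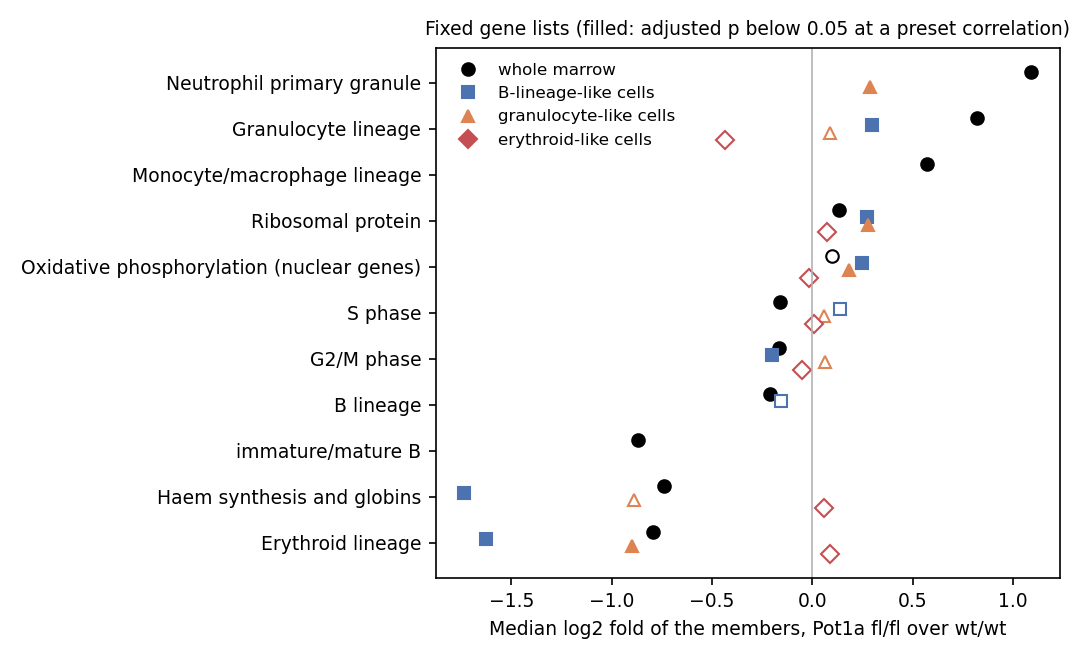
Median log2 fold of the members (horizontal axis, Pot1a fl/fl over wt/wt) of 11 fixed gene lists in whole marrow and in 3 classes; filled symbols had an adjusted p below 0.05 with camera at a preset correlation, and no list did with an estimated correlation. Neutrophil and monocyte lists lie to the right in whole marrow and erythroid lists to the left, while in erythroid-like cells the erythroid lists lie near 0.

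Within B-lineage-like cells (232 cells, 1482 genes tested), Imp3 was higher in Pot1a fl/fl libraries (log2 fold 1.88 ± 0.33, adjusted p = 0.0185, edgeR), and no other gene passed. The fixed genes of the lineage did not pass: Ighm 0.01 ± 0.22, Cd79a -0.01 ± 0.38, Ebf1 -0.16 ± 0.32, Vpreb1 0.20 ± 0.34, Pax5 -0.22 ± 0.30, Igll1 0.25 ± 0.26, Il7r -0.31 ± 0.31 and Igkc -0.75 ± 0.52 on the log2 scale (± SE, edgeR). Ribosomal protein genes were higher (32 of 32, median 0.27, adjusted p = 2.41e-06 by camera, with Rps28 0.81, Rps18 0.56), as were oxidative phosphorylation genes (21 of 29, median 0.25, adjusted p = 0.00325) and granulocyte markers (7 of 8, median 0.30, adjusted p = 0.00353). G2/M genes were lower (16 of 22, median -0.20, adjusted p = 0.00532, with Tpx2 -0.80, Hmmr -0.78), and so were erythroid markers (6 of 6, median -1.63, adjusted p = 0.00353, with Hba-a1 -2.14, Hba-a2 -1.78) and haem and globin genes (5 of 5, median -1.74, adjusted p = 0.00419). With an estimated correlation the adjusted p of these 6 lists were 0.599, 0.640, 0.640, 0.599, 0.599 and 0.599. Adjusted over the list alone, 4 members of the erythroid and 4 of the haem list passed with edgeR, and 0 in the others. The estimated correlation between the granulocyte markers was 0.92. One of them, S100a8, stood at 5235 ± 6873 (SD, n = 5) CPM in controls and 6070 ± 1832 (SD, n = 4) in Pot1a fl/fl libraries. In granulocyte-like cells it stood at 80630 and 89780 CPM. Whether RNA set free by granulocytes in the droplets accounts for these markers was not tested.

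Globin counts in B-lineage-like cells were 12632 ± 14692 (SD, n = 5) CPM in controls and 4207 ± 1262 (SD, n = 4) in Pot1a fl/fl libraries, against 139801 and 141705 in erythroid-like cells. The first difference was within the spread (exact permutation p = 0.365). The Imp3 call in B-lineage-like cells was lost with DESeq2 (adjusted p = 0.119, 0 genes called, 99 at an unadjusted p below 0.05) and with clusters made without integration (adjusted p = 0.455, edgeR). It was also lost with Pot1a wt/wt 2 and 3 as 1 library (adjusted p = 0.0503, edgeR). The same held without any of Pot1a wt/wt 1, 2 or 3 or Pot1a fl/fl 3 or 4 (adjusted p = 0.0518 to 0.142, edgeR). The log2 fold stayed between 1.78 and 2.04.

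Within granulocyte-like cells (324 cells, 1430 genes tested), Imp3 was again the gene past the threshold, with 38.7 ± 16.4 (SD, n = 5) CPM in controls and 285 ± 43.2 (SD, n = 4) in Pot1a fl/fl libraries (log2 fold 2.91 ± 0.39, adjusted p = 0.000457, edgeR). The call held with any library left out and with DESeq2. Ribosomal protein genes were higher (30 of 30, median 0.28, adjusted p = 8.76e-05 by camera, with Rps28 0.81, Rps18 0.50), as were primary granule genes (9 of 9, median 0.29, adjusted p = 0.0186, with Prtn3 0.56, Mpo 0.38) and oxidative phosphorylation genes (23 of 28, median 0.18, adjusted p = 0.0186, with Uqcrq 0.69). Erythroid markers were lower (6 of 6, median -0.90, adjusted p = 0.0402, with Hbb-bt -1.39, Car2 -1.05), with globin at 11469 ± 11368 CPM in controls and 6066 ± 3908 in Pot1a fl/fl libraries (exact permutation p = 0.460). With an estimated correlation each of these 4 lists had an adjusted p of 0.793, and 0 members passed adjusted over the list alone with edgeR. Of the 4 calls 2 were left without Pot1a fl/fl 1 or Pot1a wt/wt 2, and 1 without Pot1a fl/fl 2 or Pot1a wt/wt 1. The call of the erythroid markers was lost without any of Pot1a wt/wt 1 or 5 or Pot1a fl/fl 1, 2 or 4.

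Within erythroid-like cells the fixed genes of the lineage did not pass with edgeR: Hba-a1 0.17 ± 0.61, Hbb-bt -0.07 ± 0.55 and Car2 0.08 ± 0.28 on the log2 scale (± SE, 5 control and 3 Pot1a fl/fl libraries, since Pot1a fl/fl 2 had 8 such cells). Of 1157 genes tested, edgeR called 0 (28 at an unadjusted p below 0.05), and DESeq2 called 0 (82 unadjusted). Of 10 lists camera called 0, with ribosomal protein genes (24 of 29 positive, median 0.07) and erythroid markers (14 of 18 positive, median 0.09) at an unadjusted p of 0.0284 and 0.0412; with an estimated correlation 0 lists had an unadjusted p below 0.05, and with fry 1 had. With the library set as a covariate camera called the erythroid markers (adjusted p = 0.00121) and the haem and globin genes (adjusted p = 0.00250) as higher. With sex as a covariate it called the granulocyte markers as lower (adjusted p = 3.39e-07). In the main analysis these had negative folds in 7 of 7 members (median -0.43) without a call (adjusted p = 0.936 by camera, whose statistic pointed to higher values), so their direction was not settled. Camera called 2 lists without Pot1a wt/wt 1, 3 without Pot1a wt/wt 5 and 1 without Pot1a fl/fl 4.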

Values the study reported

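The study described 15 cell subgroups in the marrow by single-cell RNA sequencing, and its figure legend gives n = 3 mice per group for that experiment.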

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

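Chosen only after the result was seen were the tests of cell classes, library sets and chromosome for Imp3, those of depth and library sets for the erythroid-like share, and those of globin counts. The same holds for the tests of the genes near Cspg4, which took the place of one that had been set before and could not be run. The test of counts per erythroid-like cell had been set before.

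In Pot1a wt/wt 3, pro-B-like cells made up 55.6% of the B-lineage-like cells, far from the 34.8% to 40.7% of the other control libraries (gap over range 0.713). The 34.8% was that of Pot1a wt/wt 2, which shares 19 cells with Pot1a wt/wt 3. These 2 libraries lay farther apart than the group means (40.5% and 49.5%). Stage shares thus vary between related libraries by more than the genotype difference. Without this library the difference between the genotypes was 12.9 points (exact permutation p = 0.0571). Of 22 groups of libraries checked this way 1 was found, where chance gives about 5%.

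With cells pooled over libraries, Imp3 was higher in each class of Pot1a fl/fl marrow, at 332 against 90.0 CPM in B-lineage-like, 228 against 28.0 in granulocyte-like, 394 against 99.1 in unnamed, 136 against 57.9 in erythroid-like and 252 against 0 in monocyte/macrophage-like cells, but only 263 against 233 (6 and 3 counts) in mesenchymal/osteolineage-like cells. A change in the mix of classes is argued against, since edgeR called Imp3 within B-lineage-like (adjusted p = 0.0185) and granulocyte-like cells. With Pot1a wt/wt 2 and 3 as 1 library the B-lineage-like call was lost (log2 fold 1.85, adjusted p = 0.0503, edgeR). The granulocyte-like call held (adjusted p = 0.00232, edgeR). A difference between library sets is likewise argued against (adjusted p = 0.00180 in whole marrow with the set as a covariate, and 4.11e-10 to 0.0259 over all alternatives, by edgeR or limma). A strain segment around Pot1a is argued against because Imp3 lies on chromosome 9 and Pot1a on 6. Imp3 neighbours Cspg4, whose promoter drives the Cre, so a candidate explanation is that extra copies of this region came with the transgene in Pot1a fl/fl libraries alone or in a larger number, where the labels give NG2-cre for both genotypes and the legend of the study calls the controls wildtype. None of the 4 neighbours had enough counts for the gene test, and their summed CPM left this open (exact permutation p = 0.222), as it left open a biological effect of the genotype. Most of that sum came from Snupn and Ptpn9, with 33 and 47 counts (23.8 and 32.4 CPM, exact permutation p = 0.373). Cspg4 and Snx33 had 2 counts in controls and 12 in Pot1a fl/fl libraries (1.3 and 7.7 CPM, exact permutation p = 0.127). Neither pair decides.

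The erythroid-like share was lower in each Pot1a fl/fl library than in each control library. A difference between the library sets as the whole cause is argued against by the permutation within sets (-8.30 points, p = 0.0167, the smallest that 60 splits allow, which adjusts to 0.0667, against 0.0317 to 0.381 over the alternatives that measure the share). At equal median counts per cell the difference was -8.53 points (exact permutation p = 0.0079, the smallest possible, not adjusted over classes). Depth did not differ between the groups past the spread (exact permutation p = 0.556), so this adjustment could move the difference little and decides little on depth. Within the groups the relation of share to depth was within its spread (r = 0.183, permutation p = 0.634, r = 0.635 without the 2 libraries farthest from the median, rho = 0.142, permutation p = 0.717). Libraries of similar depth still differed, at 8% in Pot1a fl/fl 2 (2386.5 median counts per cell) and 20% in Pot1a wt/wt 2 (2478). The same held for Pot1a fl/fl 3 (955.5, 15%) and Pot1a wt/wt 5 (1085, 22%). A choice of barcodes by count number stays open, since erythroid-like cells held 0.90 ± 0.05 (SD, n = 4) times the counts of other cells in Pot1a fl/fl and 1.07 ± 0.17 (SD, n = 5) times in control libraries (exact permutation p = 0.0714). The genotype may also account for it, as an untested hypothesis.

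Erythroid markers were called lower by camera within B-lineage-like and granulocyte-like cells of Pot1a fl/fl libraries, and haem and globin genes within B-lineage-like cells alone. These calls could reflect less free RNA from erythroid cells in the droplets. None of these calls held with an estimated correlation (adjusted p = 0.599 for both lists in B-lineage-like and 0.793 in granulocyte-like cells), the call in granulocyte-like cells was lost without any of Pot1a wt/wt 1 or 5 or Pot1a fl/fl 1, 2 or 4, and in B-lineage-like cells the lower lists fell from 3 to 1 without Pot1a wt/wt 5. Over 9 libraries globin CPM in both classes had r = 0.937 (permutation p = 0.0064, adjusted p = 0.0192), which rested on Pot1a wt/wt 1 and 5 (r = 0.0193 without the 2 libraries farthest from the median), and rho = 0.333 (permutation p = 0.385, adjusted p = 0.717, and rho = -0.43 without those 2), so free RNA and a change within the cells cannot be told apart. The ratio of Hba-a1 to Hbb-bt was 0.93 ± 0.27 (SD, n = 9) in B-lineage-like, 1.02 ± 0.38 in granulocyte-like and 2.22 ± 0.35 in erythroid-like cells, lower than in the latter in 9 of 9 libraries (exact paired permutation p = 0.0039 for each, the smallest this design gives). Free RNA with the average make-up of the captured erythroid-like cells would keep their ratio, while red cells at another stage, not captured here, stay open as a source.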

How the results depend on the processing

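The alternatives with shared cells, library sets, sex, Pot1a wt/wt 2 and 3 as 1 library and the second naming rule were chosen after the data were seen. So was the first naming rule, settled with share tests under 8 clusterings and 2 rules known. The p-values of shares are from exact permutation. Where no cause is given, the cause was not tested.

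The erythroid-like share was lower in Pot1a fl/fl libraries under each alternative that measures it, and 8 of 25 alternatives kept the call. It became -8.69 points without integration (adjusted p = 0.381), -7.25 with every barcode (0.0992), -12.7 under the second rule (0.0635), -14.6 under that rule without integration (0.119), -9.27 within sex (0.0667), -8.30 within library sets (0.0667) and -8.81 with Pot1a wt/wt 2 and 3 as 1 library (0.114). The last 3 reached the smallest p their splits allow, which after adjustment cannot pass for 1 class alone. The Dirichlet coefficient was -0.860 (0.905), but it was negative for all 4 classes and carries their spread, so it is no test of the share. Among cells outside the B-cell lineage the share became -11.3 (0.310), -10.03 (0.0794), a kept call under the second rule, -20.5 (0.0635), -13.5 (0.05), -11.9 (0.100), -12.9 (0.0857) and -0.390 (0.778), in the same order. Over 8 clusterings its unadjusted p was at most 0.214 under the first rule and 0.0476 under the second. With 1 library left out the differences ran from -9.91 to -6.58 and from -13.8 to -9.28 points. Each reached the smallest p its splits allow (0.0286 or 0.0179), but after adjustment only the share without Pot1a fl/fl 4 kept its call (0.0357).

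The B-lineage-like difference ran from -7.25 to -0.588 points with 1 library left out (Pot1a fl/fl 4 and 2) and passed at -7.25 (adjusted p = 0.0357). The granulocyte-like difference passed with cells of at least 500 UMIs (13.7 points, 0.0476, and 16.1 outside the B-cell lineage, 0.0476) and with each cell assigned on its own (19.0 points, 0.0476). With 1 library left out it ran from 7.22 to 15.6 (9.49 to 17.9) and the monocyte/macrophage-like one from 1.23 to 2.48 (1.26 to 3.00). Stages ran from 6.85 to 13.5 (pro-B-like) and -13.5 to -6.85 (small pre-B-like). The pro-B-like one was 4.35 with shared cells counted once and -0.402 under the second rule without integration. Counts per cell ran from -34.1 to 882. None of these passed.

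Without the low-count filter edgeR called 69 genes in whole marrow (46 higher, 23 lower), 11 in B-lineage-like, 7 in erythroid-like and 8 in granulocyte-like cells. In whole marrow DESeq2 called 12 (Ly6c2 among them, no adjusted p for Imp3 and Pf4), limma on means of scaled cells 1, edgeR with Pot1a wt/wt 2 and 3 as 1 library 1, and with the library set as a covariate 6 (5 higher, 1 lower). In B-lineage-like cells DESeq2 called 0 (99 unadjusted), edgeR 0 with clusters without integration (20 unadjusted) and 0 with Pot1a wt/wt 2 and 3 as 1 library (47 unadjusted). With 1 library left out edgeR called 1 to 3 in whole marrow (1 without Pot1a wt/wt 1, 2, 3 or 5 or fl/fl 2, and 3 with 1 main call among them without fl/fl 3), 0 to 1 in B-lineage-like (0 without Pot1a wt/wt 1, 2 or 3 or fl/fl 3 or 4, 39 to 65 unadjusted), 0 in erythroid-like (21 to 53 unadjusted) and 1 in granulocyte-like cells.

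With estimated correlation camera called 0 lists in whole marrow (6 unadjusted), B-lineage-like and granulocyte-like cells (0 unadjusted), and fry called 0 in each (4, 1 and 0 unadjusted). In erythroid-like cells camera called 2 lists with the library set (erythroid and haem, higher) and 1 with sex (granulocyte markers, lower). With 1 library left out it called 9 to 15 in whole marrow (9 without Pot1a wt/wt 1), 4 to 7 in B-lineage-like, 0 to 3 in erythroid-like and 1 to 5 in granulocyte-like cells.

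Replicate numbers did not pair the libraries: same numbers correlated at -0.22 to 0.065 without group means. With the replicate block the erythroid-like share differed by -8.56 points (exact permutation p = 0.125, the smallest possible) and by -12.3 outside the B-cell lineage. edgeR then called 6 genes in B-lineage-like cells and lost Ly6c2 (adjusted p = 0.156), and camera called 2 lists in erythroid-like cells (erythroid and granulocyte markers, higher). It lost the erythroid and haem lists in B-lineage-like cells (0.573 each), the erythroid markers in granulocyte-like cells (0.793) and the B-lineage and interferon lists in whole marrow (0.0834 and 0.537).

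For 125 named genes without a call, 30 of 2261 alternative values gave one (18 without the low-count filter). Depth limited the gene tests to 4559 of 15265 genes in whole marrow.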

Other observations

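Chosen only after the result was seen were the tests of other splits, of library sets, of globin counts, of cluster 7 and of mesenchymal/osteolineage-like cells, while leaving out 1 library was planned.

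Splits of the libraries into groups of the same sizes were tested with edgeR and camera (100 of 126, or all 56 for erythroid-like cells). The real split was among them, so each count below includes it. In whole marrow 5 of 100 splits gave at least as many genes as the real one (3, against at most 75 in another split), and 5 of 100 as many gene lists (14, at most 16). In B-lineage-like cells 11 gave as many genes (1, at most 14) and 15 as many lists (6, at most 9). In granulocyte-like cells 13 gave as many genes (1, at most 10) and 63 as many lists (4, at most 10). In erythroid-like cells the real counts of genes and lists were 0, so 56 of 56 splits reach each by construction (at most 46 genes and 7 lists), which says nothing of chance. Chance is not excluded for any of the counts above 0. These counts say little of single genes, and Imp3 kept its call in whole marrow with any library left out.

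The split with 75 genes set Pot1a wt/wt 1 and 5 and Pot1a fl/fl 2 and 3 against the rest, a structure of the samples that crosses the genotypes, and the split with 46 genes in erythroid-like cells followed the same lines. With the set as a covariate edgeR called 6 genes between the genotypes in whole marrow. The labels name no batch.

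The unnamed cluster 7 held 12.4% ± 5.95 (SD, n = 5) of control and 8.25% ± 3.3 (SD, n = 4) of Pot1a fl/fl cells (exact permutation p = 0.238), and mesenchymal/osteolineage-like cells were 1.21% ± 1.66 and 2.75% ± 2.36 (exact permutation p = 0.357). Over 9 libraries the erythroid-like share and globin CPM in B-lineage-like cells had r = 0.362 (permutation p = 0.310) and rho = 0.268 (permutation p = 0.482).

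The number of clusters, 10, is lower than the number of subgroups quoted from the study above, and it depends on the settings of the clustering. The study reported a reduced share of B-lineage cells, spread evenly over the stages. By other assays it reported impaired B-cell progenitors, fewer blood B cells and fewer CFU-PreB colonies. It found no significant difference in haemoglobin or committed progenitor frequencies. Here the B-lineage-like share did not differ past the threshold (-3.25 points, 95% interval -11.25 to 7.95). The direction was that of the study, and the interval is wide, so a conflict is not shown. Cell names had to be rebuilt from marker genes, and how libraries were joined into mice is not known, so either may also have moved the result. Leaving out Pot1a fl/fl 4 moved the share difference to -7.25 points (exact permutation p = 0.0179, adjusted p = 0.0357), and leaving out Pot1a fl/fl 2 moved it to -0.588 points (exact permutation p = 0.839).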
